A study of Mus musculus with 23 samples. Its data were reported in "Dissecting the heterogeneity and tumorigenesis of BRCA1 deficient mammary tumors via single cell RNA sequencing" (2021).

How the data were processed

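RNA was sequenced from 23 primary mammary tumors of Brca1-deficient mice. Per the labels, the tumors were frozen on dry ice, total RNA was taken with TRIzol and libraries were made with the NEBNext Ultra RNA kit for Illumina sequencing. Whether strand was kept is not given in the sources used here, so transcripts that overlap a gene, such as small RNAs within introns, were not told apart from it by strand. The labels put all 23 tumors in 1 group. Their genotypes beyond Brca1 deficiency and the study's subtypes are not in the labels and were not used as groups. The titles hold 19 distinct numbers, and 4 of these occur in a pair of tumors each. Nothing in the labels says that the tumors came from separate mice, so the p-values measure the spread between these samples.

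The authors deposited 1 table with log2(FPKM + 1) for 14535 gene symbols in the 23 tumors. FPKM, fragments scaled by transcript length and by the mapped total of the library, was made by the authors from paired-end reads: the submitters' processing notes name Trimmomatic 0.35 for trimming, TopHat2 2.0.13 for alignment to the mouse build mm10 and Cufflinks 2.2.1 for quantification. The methods of the study name another TopHat release, so the version behind the values is open. FPKM keeps neither counts nor depth, so the depth of each library is unknown and no counting interval is given. An exact 0 in such a table may be a failed estimate: 54 genes with a median of 5 or more on the log2 scale were listed at 0 in some tumor. Genes are therefore said to be listed at 0. Values listed at 0 entered scores, correlations and slopes like all others.

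Symbols were matched to the GENCODE mouse annotation, release 21, on GRCm38, the assembly that mm10 names. Of the symbols, 13982 matched directly, 437 through an older symbol and 116 not at all, so 99.2% had coordinates, GC content and transcript length. All positions below are on this build and count from 1.

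All values were analysed as log2(FPKM + 1), with a pseudocount of 1, which understates the change of low genes. Genes with a mean FPKM of 1 or more over the 23 tumors were tested, 12041 in all. Gene lists for mammary lineages, cell types a tumor piece can hold, and pathways, 29 in number, were written with the tests and the choices described here before the data were examined. A list score is the mean over the members in the table of the z-scored log2 value. Pairs of tumors were compared by Pearson's r over the tested genes, and pairs sharing a title number were set against all other pairs by a two-sided permutation test with 100000 draws. The median SD of each list was compared with 10000 random lists of the same size matched on mean expression in 20 bins, with a two-sided p adjusted by the Benjamini-Hochberg method over lists. Tumors were clustered by Euclidean distance with complete linkage and divided into 4 clusters, as the study did. Clusters made from the expression values are not labelled groups, so no test between them was run. Relations between list scores or genes were measured by Pearson's r and Spearman's rho with two-sided permutation p-values from 100000 draws and Benjamini-Hochberg adjustment over the 18 of 19 planned relations that had values here. A gene shared by both sides was left out of the list, and r was computed again without the 2 tumors farthest from the median of the first measure. Where a measure fell into separate clusters (by a fixed rule on the width of the largest gap, with at least 3 tumors on each side), values are given within the largest cluster and no pooled value.

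Gene-wise regressions were fitted with limma 3.58.1 in R 4.3.3 (trend option, two-sided moderated test, Benjamini-Hochberg at 0.05) on 3 predictors: the mesenchymal minus epithelial score, the basal minus luminal progenitor score, and Mrc2. A slope is the change in log2(FPKM + 1) per SD of the predictor, given with its standard error (SE). Lists were tested with limma's camera at a preset correlation of 0.01 and again with an estimated correlation. Genes of the lists that make a predictor were left out of the list tests and of the genes named for their slopes, but they are part of the gene counts, and their change is partly fixed by construction. Each predictor was also assigned to the tumors at random, with 100 assignments in all, the real one included. Named genes follow a rule: the study's markers with Brca1 and Trp53; for each regression, the 10 largest positive and 10 largest negative slopes among genes past the threshold that stayed past it, with the same sign, with one tumor per title number; the 15 genes with the largest SD; cancer genes whose highest or lowest tumor lay 2 or more log2 units from the next; and up to 4 members of a list. Genes named outside this rule are said to be so. Runs of neighbouring genes with high or low values in 1 tumor were sought with a running median over 25 genes of robust z-scores, against the largest value in 100 shuffles of gene order.

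The computations were tested on simulated data. In simulated fits over 12041 genes, the regression on 23 tumors recovered 93% of genes with a slope of 1 and 39% with a slope of 0.5, with 8 genes called without a slope. The regression on 19 tumors recovered 86% and 27%, with 6 called without a slope. Genes in these fits were drawn independently, and slopes were placed only in genes of limited spread that were not near the floor. Genes of the real tumors vary together, so these rates of false calls do not carry over: 1 random assignment of Mrc2 to the tumors called 1099 genes. The list test called 5 of 5 lists with a raised spread, and the running median found the 1 simulated gain with no other block. Genes were independent of each other in both of these tests as well. The lack of other blocks therefore does not carry over to the real tumors.

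Alternatives planned beforehand were a pseudocount of 0.1, no filter on low values, upper-quartile rescaling, quantile normalization, one tumor per title number, the title number as a block (limma with statmod 1.5.0), robust empirical Bayes, leaving out the 2 tumors farthest from the median of the predictor, Spearman's rho, other linkages and distances, mean-centred list scores, a window of 50 genes, and a covariate (the fibroblast score, or for Mrc2 the mesenchymal minus epithelial score). Added after seeing the data were the removal of each tumor's trend with GC content and transcript length (splines with 5 degrees of freedom), leaving out short non-coding RNA genes, the immediate-early list score as a covariate, fits within the 19 tumors with the lower mesenchymal minus epithelial scores or the 15 tumors with the higher immediate-early scores, and list scores from members with a mean FPKM of 1 or more, a filter that was applied at first and dropped because the plan had named all members. The immediate-early and heat shock lists were also written after the data had been seen, as were the comparisons of the macrophage and neutrophil scores between tumors with high and low immediate-early scores. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.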

Results

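The series was made to ask how heterogeneous mammary tumors are that arise after loss of Brca1, a gene needed for the repair of broken DNA by homologous recombination. It holds bulk RNA-seq of 23 mouse mammary tumors, 1 library per tumor, in a single labelled group. Between 11829 and 12863 genes per tumor had a value above 0, of 14535 in the table, and the depth behind the values is unknown. The summed FPKM ran from 387531 in tumor X92T to 1677860 in X149T2, where short non-coding RNA genes took 72.7% of the sum. All levels are on the log2(FPKM + 1) scale.

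The markers that the study used to describe its tumors varied widely. Luminal keratins were abundant in most tumors: Krt8 (chromosome 15, 101996698 to 102004482) had a mean of 8.90 ± 1.62 (SD, n = 23) and Krt18 of 8.82 ± 1.75 (SD, n = 23). The basal keratin Krt14 averaged 5.66 ± 2.73 (SD, n = 23), from 0.84 in X147T to 9.84 in X154T, and Krt17, another basal keratin, ranged from 0, listed in 2 tumors, to 9.89 in X1515T. Vim and Fn1, which encode the mesenchymal filament vimentin and the matrix protein fibronectin, had means of 8.85 ± 1.27 and 8.14 ± 1.76 (SD, n = 23). In 4 tumors, X520T, X9387T, X738T and X92T, the epithelial adhesion gene Epcam (chromosome 17, 87635979 to 87651129) was listed at 0 in the first and was at 0.55, 2.02 and 3.10 in the others, while the remaining 19 tumors lay between 6.18 and 9.82. Cdh1, the gene of E-cadherin, was at 0.02, 2.66 and 1.45 in X520T, X738T and X92T, listed at 0 in X9387T and between 4.73 and 8.23 in the remaining tumors. Vim was highest in X520T and stood at 10.90, 10.63 and 10.58 in X9387T, X738T and X92T, and it reached 10.36 among the rest, in X1418T.

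Transcripts of Esr1 were scarce. Esr1, which encodes estrogen receptor alpha (chromosome 10, 4611593 to 5005614), was listed at 0 in 19 tumors and was under an FPKM of 1 in 22. The exception was X731T, at 2.22. Erbb2 averaged 4.14 ± 1.01 (SD, n = 23) and was highest in X493T1, at 6.26. Pgr has no value here. Brca1 itself (chromosome 11, 101488764 to 101551955) ranged from 0, listed in 3 tumors, to 2.26 in X2265T, and the values do not show which exons the reads came from. Trp53 (chromosome 11, 69580359 to 69591873) averaged 3.66 ± 1.55 (SD, n = 23), with 1.32 in X370T and 6.54 in X2265T. Mrc2, an endocytic collagen receptor gene (chromosome 11, 105292643 to 105351139), averaged 4.02 ± 1.27 (SD, n = 23), from 1.44 in X2265T to 5.99 in X738T.

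**Figure D1:**
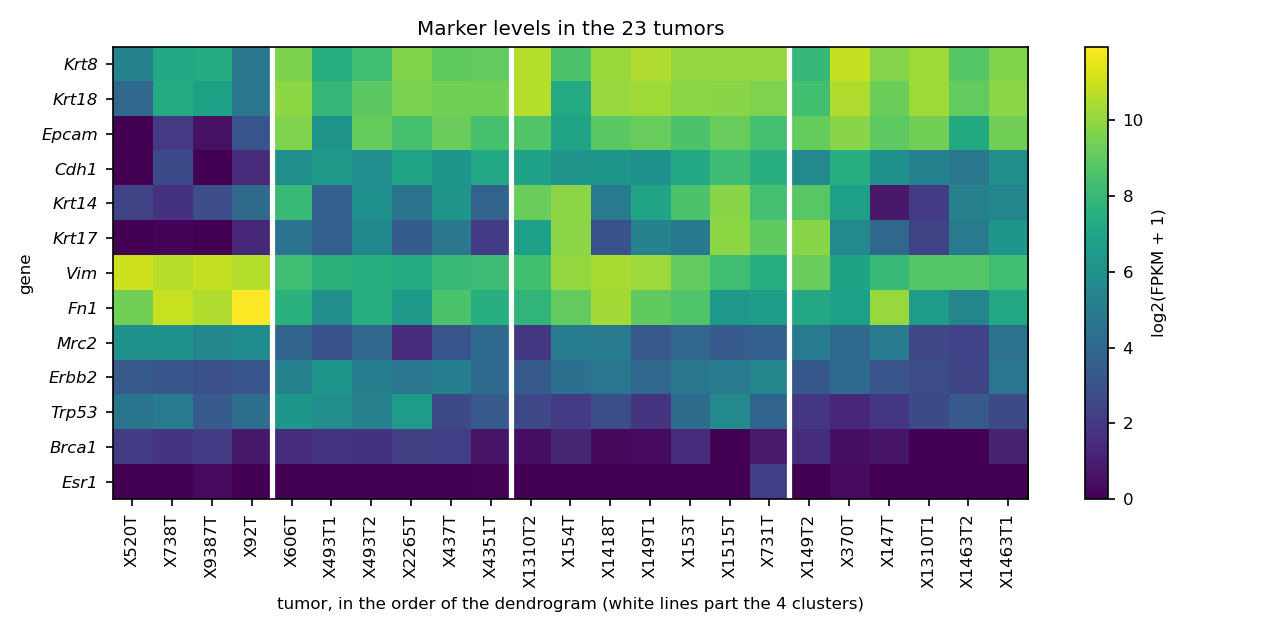
Levels of 13 marker genes, one per line, in the 23 tumors, one per column, as log2(FPKM + 1) on the color scale, with tumors in dendrogram order and white lines between its 4 clusters. Epcam lies at 3.10 or less in the leftmost 4 tumors and at 6.18 or more in the other 19.

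Hierarchical clustering over 12041 genes, divided into 4 clusters, put those 4 tumors with the lowest Epcam together. Another cluster held X606T, X493T1, X493T2, X2265T, X437T and X4351T, in which Krt8 ran from 7.42 to 9.67 and Krt14 from 3.67 to 8.09. The next held X1310T2, X154T, X1418T, X149T1, X153T, X1515T and X731T, with Krt14 from 4.88 to 9.84. The last held X149T2, X370T, X147T, X1310T1, X1463T2 and X1463T1, with Krt14 from 0.84 to 8.85 and Krt8 from 7.94 to 10.87. Leaving out short non-coding RNA genes moved X149T1 and X153T, and the adjusted Rand index against these clusters was 0.754.

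Tumors sharing a title number resembled each other more than other pairs did. The mean r was 0.836 over the 4 pairs sharing a number and 0.771 over the other 249 pairs, a difference of 0.0653 (permutation test, two-sided p = 0.0135). X493T1 and X493T2 reached 0.896, second to X520T and X738T, which do not share a number, at 0.901. X1310T1 and X1310T2 had an r of 0.778 and ranked 122 of 253. No pair held equal values above 0 for more than 1 of the tested genes, and each tumor was counted once. Each of the 4 pairs lay on the same side of the gap in the immediate-early score, described below, so over all tumors the similarity cannot be told apart from that axis. Within the 15 tumors with high immediate-early scores the difference in similarity of tumors sharing a title number was 0.0248 (permutation test, p = 0.346).

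Of 12041 genes, 2842 (23.6%) had an SD of 1 or more over the 23 tumors, and the median SD was 0.714. With a pseudocount of 0.1 in place of 1, 4839 genes had an SD of 1 or more. The 15 genes with the largest SD were all short non-coding RNAs, headed by the small nucleolar RNA Snord93 (chromosome 5, 23852210 to 23852280), with an SD of 7.29 and values from 0 to 20.07. Then came Snora61, with an SD of 6.17, Mir669h at 5.74 and Mir3470a at 5.72. The others were Mir6935, Mir5620, Mir3082, Mir7005, Snord104, Mir3064, Mir7678, Mir762, Mir5133, Mir7115 and Snord42b. Of 156 such genes tested, 152 had an SD of 1 or more, and the table holds no counts that show how many fragments lie behind them. Protein-coding genes of large SD, chosen after their values were seen, included the milk casein genes Csn3 (SD 3.45), Csn1s1 (3.36) and Csn2 (3.14), the secreted protein gene Wfdc18 (3.46), the chemokine gene Cxcl2 (3.38), the transcription factor gene Fosb (3.19) and Lcn2 (3.17), a lipocalin of luminal progenitors.

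Most gene lists were more variable than random ones. Of 27 lists tested, 22 were more variable than random lists of matched expression and none was less variable (random list test, Benjamini-Hochberg). Hemoglobin genes of the erythroid list had a median SD of 2.93 against 0.735 in random lists; Hbb-b1 ran from 0 to 8.22. Milk and alveolar genes had a median SD of 2.35 against 0.748, with Csn1s1 from 0 to 10.47. The keratinized epithelium list followed at 2.31, where Krt6a reached 8.57 in X1515T, then epithelial genes at 2.28 against 0.634 and luminal progenitor genes at 2.11 against 0.638. Each of these had an adjusted p of 0.000491, and each random p was the smallest the draws can give. Basal genes (1.60), mesenchymal genes (1.39), macrophage genes (1.59), interferon response genes (1.35) and MHC class II genes (1.76) were also past the threshold. So were the hormone-sensing luminal (1.55), fibroblast (1.14), skeletal muscle (1.70), Notch (1.08), mammary stem cell (1.20), neutrophil (1.26), MHC class I (0.891), proliferation (0.866), p53 target (0.869) and cancer gene (0.891) lists. The study's markers (1.75) and its tumor-high candidates (1.70) were past it too. The study used the markers to describe these tumors and chose the candidates on these or overlapping samples, so neither list is independent evidence.

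For the lists of DNA repair and drug efflux no difference from matched genes passed the threshold. The homologous recombination and checkpoint list, which includes Chek1, Rad51b and Atr, had a median SD of 0.723 against 0.881 in random lists (random list test, adjusted p = 0.0817), and the 53BP1-shieldin list, whose proteins shield DNA ends from resection, had 0.556 against 0.719 (adjusted p = 0.201). ABC efflux transporters had 1.11 against 0.848 (adjusted p = 0.143), although Abcb1b reached 6.59 in X738T. Endothelial genes had 0.941 (adjusted p = 0.154) and adipocyte genes 1.27 (adjusted p = 0.0947). T and NK cell genes were low: of 18 listed, 10 were in the table and 1, Gzmb, had a mean FPKM of 1 or more, and of the B and plasma cell genes none did, so neither list was tested.

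**Figure D2:**
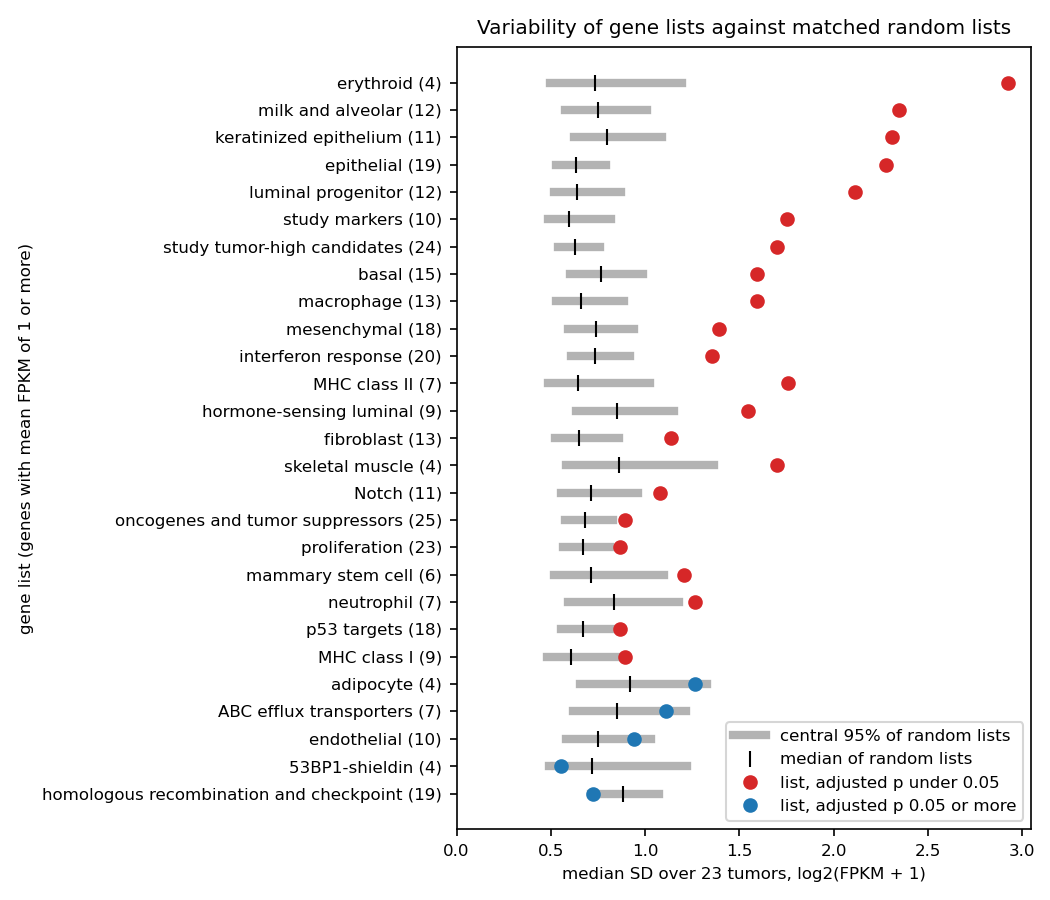
Median SD over the 23 tumors of each list's genes, in log2(FPKM + 1), with the number of genes in parentheses, where points are lists, red where the adjusted p was under 0.05 and blue otherwise, gray bars span the central 95% of 10000 random lists of matched expression and black ticks are their medians. Erythroid genes stand highest, at 2.93, and 22 of 27 lists lie past the threshold.

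Immediate-early genes, which encode transcription factors and phosphatases induced within minutes of a stimulus, parted the tumors into separate sets, as seen after the data were examined. Fos was between 8.16 and 9.99 in 15 tumors and between 3.39 and 5.37 in the other 8, X520T, X738T, X606T, X493T1, X493T2, X2265T, X437T and X4351T. Fosb was between 6.73 and 8.80 in the 15 and between 0.70 and 3.28 in the 8, Atf3 between 7.18 and 9.28 and between 1.75 and 4.28, and Zfp36 between 7.76 and 8.88 and between 4.86 and 5.56. The chaperone genes Hspa1a and Hspa1b, induced by heat and other stress, lay at 7.66 or more and 8.10 or more in the 15 and at 7.16 or less and 7.95 or less in the 8. Of 12 heat shock genes 5, and of 29 immediate-early genes 15, had all values in the 15 tumors above all values in the 8. These sets were made from the immediate-early list score, which left a gap from -0.76 to 0.20. The parting of this list's own genes is therefore partly fixed by construction. How many of all tested genes part the same tumors is not given here. All 6 tumors of the cluster of X606T were among the 8, as were 2 of the 4 tumors with low Epcam, so the score is given beside the results it moves with. Other lists also moved with these sets, though their ranges overlap. The macrophage score ran from -0.04 to 1.16 in the 8 tumors and from -2.12 to 1.27 in the 15, the erythroid score from -0.22 to 1.31 and from -0.92 to 0.81, the skeletal muscle score from -0.67 to 2.25 and from -0.94 to 0.28, and the MHC class I score from 0.18 to 1.62 and from -1.82 to 1.08. The MHC class II score ran from -0.18 to 1.71 in the 8 and from -1.98 to 0.75 in the 15, the proliferation score from -0.22 to 1.05 and from -2.22 to 0.88, the homologous recombination score from -0.09 to 0.94 and from -1.05 to 0.80, and the p53 target score, which was lower in the 8, from -0.61 to 0.01 and from -0.56 to 0.92. Btg2 belongs to both the p53 target and the immediate-early lists, so its share in the p53 target score is fixed by construction. The hemoglobin gene Hbb-b1 was between 4.49 and 8.22 in the 8 and between 0 and 7.01 in the 15.

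**Figure D3:**
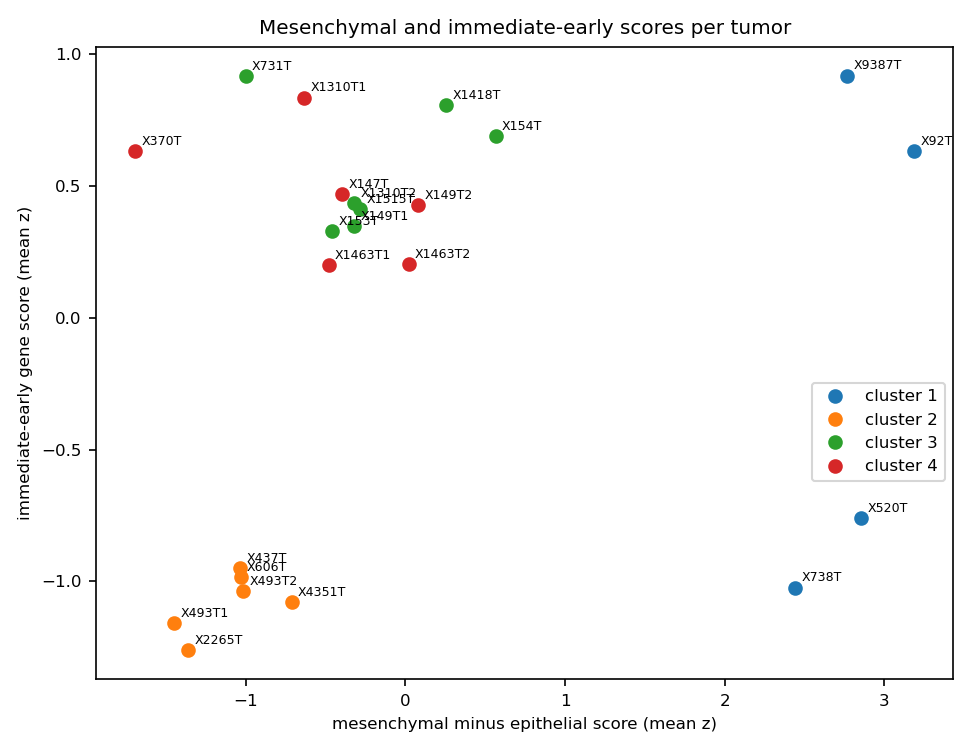
Immediate-early gene score against the mesenchymal minus epithelial score, both means of z-scored log2(FPKM + 1), for the 23 tumors, colored by cluster. The 4 tumors on the right score 2.44 or more on the mesenchymal minus epithelial axis, and 8 tumors lie at -0.76 or lower on the immediate-early axis.

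The relation of mesenchymal to epithelial genes was asked first, since the study describes its tumors along this axis. The epithelial score fell into separate clusters, so it was measured within 19 tumors, where the scores showed no relation past the threshold (r = -0.185, permutation p = 0.447, rho = -0.209, permutation p = 0.388, adjusted p = 0.496 over 18 relations, r = -0.0246 without X154T and X370T). Fibroblast genes, of which Dcn encodes the collagen-binding protein decorin, rose with mesenchymal genes over 23 tumors: r was 0.830 (permutation p = 1e-05, the smallest they can give) and rho 0.859 (permutation p = 1e-05), with adjusted p = 6e-05 and r = 0.792 without X370T and X2265T. ABC efflux transporter genes also rose with them, with r = 0.792 (permutation p = 1e-05), rho = 0.786 (permutation p = 1e-05), adjusted p = 6e-05 and r = 0.822 without X738T and X520T. For macrophage genes r was 0.443 (permutation p = 0.0344) and rho 0.388 (permutation p = 0.0683), not past the threshold after adjustment (adjusted p = 0.0567), and r was 0.313 without X370T and X147T. With the immediate-early score as a covariate the relation of macrophage and mesenchymal genes had an r of 0.725 (permutation p = 7e-05, adjusted p = 0.000315). Proliferation genes showed no relation to mesenchymal genes (r = -0.0281, permutation p = 0.900, rho = 0.0810, permutation p = 0.713, adjusted p = 0.900, r = 0.209 without X1515T and X1418T).

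Mrc2 rose with mesenchymal genes, with r = 0.693 (permutation p = 0.00018), rho = 0.650 (permutation p = 0.00099), adjusted p = 0.00054 and r = 0.716 without X2265T and X1310T2. It rose with fibroblast genes, with r = 0.641 (permutation p = 0.00083), rho = 0.632 (permutation p = 0.00153), adjusted p = 0.00213 and r = 0.524 without the same tumors. With proliferation genes it showed no relation past the threshold (r = 0.160, permutation p = 0.469, rho = 0.246, permutation p = 0.257, adjusted p = 0.496, r = 0.362 without them). Within the 19 tumors with the lower mesenchymal minus epithelial scores the relation of Mrc2 and mesenchymal genes was no longer past the threshold (r = 0.432, permutation p = 0.0655, adjusted p = 0.131). Within the 15 tumors with high immediate-early scores neither was that with mesenchymal genes (r = 0.564, adjusted permutation p = 0.061) nor that with fibroblast genes (r = 0.488, adjusted permutation p = 0.104). The tumors were sequenced in bulk, so Mrc2 RNA of fibroblasts cannot be told apart here from that of tumor cells.

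The score of basal genes rose with that of mammary stem cell genes, with r = 0.604 (permutation p = 0.0026), rho = 0.487 (permutation p = 0.0195) and adjusted p = 0.00585. Of the stem cell genes, Id4 was highest (5.88) and Procr lowest (0.79) in X149T2, where the basal score was 1.135. Without X731T and X1515T, left out together, the relation was not past the threshold (r = 0.364, permutation p = 0.104). Within the 15 tumors with high immediate-early scores the relation of basal and mammary stem cell genes was not past it either (r = 0.572, adjusted p = 0.061). Basal and luminal progenitor genes had an r of 0.442 (permutation p = 0.0346), a rho of 0.264 (permutation p = 0.223), an adjusted p of 0.0567 and an r of 0.433 without the same tumors, not past the threshold. Luminal progenitor genes rose with milk genes (r = 0.688, permutation p = 0.00012, rho = 0.671, permutation p = 0.00061, adjusted p = 0.000432, r = 0.629 without X520T and X92T). Within the 19 tumors with the lower mesenchymal minus epithelial scores the relation of luminal progenitor and milk and alveolar genes was not past the threshold (r = 0.487, adjusted p = 0.0665). Erbb2 and luminal progenitor genes had an r of 0.351 (permutation p = 0.101), a rho of 0.151 (permutation p = 0.489), an adjusted p of 0.152 and an r of 0.491 without X493T1 and X1463T2. Esr1 rose with hormone-sensing luminal genes such as Areg and Cited1 (r = 0.880, permutation p = 0.0238, rho = 0.212, permutation p = 0.336, adjusted p = 0.0475). Without X731T and X9387T, left out together, r was -0.0726 (permutation p = 0.697). X731T had both the highest Esr1 (2.22, next 0.36) and the highest hormone-sensing luminal score (2.14, next 0.26).

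The score of homologous recombination genes rose with that of proliferation genes, with r = 0.822 (permutation p = 1e-05, the smallest they can give), rho = 0.795 (permutation p = 3e-05), adjusted p = 6e-05 and r = 0.762 without X1515T and X1418T. Within the 15 tumors with high immediate-early scores the relation of proliferation and homologous recombination and checkpoint genes had an r of 0.810 (adjusted p = 0.00186). Brca1 also rose with proliferation genes, with r = 0.699 (permutation p = 9e-05), rho = 0.745 (permutation p = 0.00012), adjusted p = 0.000405 and r = 0.645 without X1515T and X1310T1, and within the 15 tumors the relation of Brca1 and proliferation genes had an r of 0.642 (adjusted p = 0.0285). Trp53 and the targets of p53 showed no relation past the threshold (r = -0.188, permutation p = 0.390, rho = -0.185, permutation p = 0.397, adjusted p = 0.468, r = -0.0211 without X2265T and X606T). Neither did T and NK cell genes with interferon response genes (r = 0.252, permutation p = 0.245, rho = -0.0248, permutation p = 0.909, adjusted p = 0.340, r = -0.0950 without X1515T and X520T) or with MHC class II genes (r = 0.202, permutation p = 0.344, rho = 0.185, permutation p = 0.392, adjusted p = 0.442, r = 0.284 without the same tumors).

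Genes that vary along the mesenchymal minus epithelial axis were sought within the 19 tumors below the gap in this score (0.57 to 2.44). Of 12041 genes, 72 rose and 72 fell with the score (limma, Benjamini-Hochberg); with upper quartile scaling 88 rose and 53 fell, and with quantile normalization 66 and 38. With one tumor per title number 65 rose and 35 fell, with the title number as a block 34 and 31, and with the fibroblast score as a covariate 162 and 794. The counts include 6 members of the lists that make the score, whose change is partly fixed by construction. Of the genes that also passed with one tumor per title number, those with the largest slopes are named: the acute-phase gene Saa3 rose by 1.81 per SD (SE 0.322, adjusted p = 0.0185), the cytokine gene Il6 by 1.68 (SE 0.376, adjusted p = 0.0337), Tnfaip6 by 1.65 and the prostaglandin synthase gene Ptgs2 by 1.64. Also among these were the matrix metalloproteinase genes Mmp3 (1.44), Mmp10 (1.18) and Mmp19 (1.11), the chemokine genes Ccl7 (1.24) and Ccl11 (1.11), and Dcn (1.16). Of those that fell, the slope was -1.77 for Igfbp5 (SE 0.357, adjusted p = 0.0239), -1.12 for the luminal progenitor receptor gene Kit and -1.10 for Elf5, a transcription factor gene of alveolar cells. The tight junction gene Tjp3 (-1.08), Celsr2 (-0.98), Rasal1 (-1.09), Ptpn18 (-1.08), Gpd1 (-0.99), BC006965 (-1.29) and 0610040J01Rik (-1.16) fell as well.

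Of 13 fibroblast genes, 5 rose and none fell with this score, among them Lum (1.00) and Col3a1 (0.79), and 12 rose when adjusted over the list alone. This list kept its camera call with an estimated correlation (adjusted p = 0.0188). Of 7 neutrophil genes 2 rose, S100a9 (1.69) and Retnlg (1.36), and 6 when adjusted over the list alone (camera, adjusted p = 1.98e-08, adjusted p = 0.0996 with an estimated correlation). Of 9 MHC class I genes none passed the test over all genes and 8 fell when adjusted over the list alone, with slopes of -0.50 for Tap1 and -0.48 for Psmb9 (camera, adjusted p = 0.00172, adjusted p = 0.468 with an estimated correlation). No member of the keratinized epithelium, p53 target, ABC efflux, cancer gene and study candidate lists passed either adjustment; their camera calls were lost with an estimated correlation (adjusted p = 0.442, 0.126, 0.181, 0.336 and 0.126). With the immediate-early score as a covariate limma called 0 genes (761 at an unadjusted p under 0.05), and within the tumors with high immediate-early scores also 0 (728 at an unadjusted p under 0.05). Without X370T and X154T, the tumors farthest from the median, 265 rose and 1009 fell.

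Along the basal minus luminal progenitor axis few genes passed the test. Over 23 tumors 7 genes rose and 1 fell (limma, Benjamini-Hochberg), against 16 and 15 with upper quartile scaling and 23 and 19 with quantile normalization. As none passed with one tumor per title number, they are named here after their values were seen. The cornified envelope gene Sprr1b rose by 1.95 per SD (SE 0.337, adjusted p = 0.029), the hemidesmosome collagen gene Col17a1 by 1.47, the growth factor receptor gene Fgfr2 by 1.31 (SE 0.249, adjusted p = 0.048) and Snai2, a transcription factor gene of basal and mesenchymal cells, by 1.06 (SE 0.197, adjusted p = 0.048). Pltp (0.98), Bok (0.75) and Palld (0.74) rose and Exoc6 fell by 0.62. Col17a1 is a member of the basal list, so its rise is partly fixed by construction, and without it 6 genes rose. Of 11 keratinized epithelium genes 1 rose, and 6 when adjusted over the list alone, with slopes of 1.77 for Sprr1a and 1.56 for Krtdap. Of 18 mesenchymal genes 1 rose, and 3 when adjusted over the list alone. No list kept its call with an estimated correlation: camera called the keratinized epithelium (adjusted p = 0.357 with an estimated correlation), mesenchymal (0.425), endothelial (0.425), fibroblast (0.425), epithelial (0.769), ABC efflux (0.425) and interferon response (0.776) lists at the preset one. The count of genes was 0 with the fibroblast score as a covariate (limma, 727 at an unadjusted p under 0.05), 60 with the title number as a block, 319 without X149T2 and X731T, 42 with the immediate-early score as a covariate and 1, Palld, within the tumors with high immediate-early scores.

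Mrc2 was of interest to the study as a gene of tumor growth, so its companions over the 23 tumors were sought. The study had already reported such relations in its bulk and single-cell data. There Mrc2 was negatively correlated with Epcam and Cdh1, among others, and positively with Fn1, Col6a1 and Pdgfra. With Mrc2, 140 of 12040 genes rose and 112 fell (limma, Benjamini-Hochberg). With one tumor per title number 240 rose and 327 fell, with the number as a block 82 and 64, with the trends of GC content and transcript length removed 199 and 243, and with the immediate-early score as a covariate 319 and 178. Of the genes that also passed with one tumor per title number, those with the largest slopes are named: Dcn rose by 1.56 per SD of Mrc2 (SE 0.326, adjusted p = 0.0146), Fn1 by 1.29 (SE 0.242, adjusted p = 0.00843), the procollagen processing gene Pcolce by 1.28 (SE 0.144, adjusted p = 3.42e-05), Col5a3 by 1.25, Col6a1 by 1.21 and Col6a2 by 1.16. Ptprn (1.43), the drug efflux gene Abcb1b (1.28), Scarf2 (1.20) and the fibroblast receptor gene Pdgfra (1.14) rose too. Of those that fell, the slope was -2.54 for Wfdc18 (SE 0.469, adjusted p = 0.00777), -1.97 for Fxyd3, -1.90 for Lcn2, -1.82 for Pglyrp1, -1.79 for Epcam (SE 0.476, adjusted p = 0.0465), -1.76 for Krt7, -1.74 for Elf5, -1.65 for Cldn7, -1.61 for Ehf and -1.61 for BC006965. Of these, Wfdc18, Fxyd3, Pglyrp1, Epcam, Krt7, Cldn7 and Ehf have medians of 5 or more and were each listed at 0 in at least 1 tumor, and these values entered the slopes. With the mesenchymal minus epithelial score as a covariate the slopes of Fxyd3 (0.16) and Lcn2 (0.12) changed sign, neither past the threshold, and within the 19 tumors with the lower scores that of Epcam was 0.13.

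Of 19 epithelial genes 13 fell with Mrc2 and none rose, 16 fell when adjusted over the list alone, and camera's call held with an estimated correlation (adjusted p = 0.0345). Of 18 mesenchymal genes 4 rose, among them Zeb1 (0.82), and 12 when adjusted over the list alone (adjusted p = 0.0341 with an estimated correlation). Of 12 luminal progenitor genes 6 fell, and 7 when adjusted over the list alone (0.0341). Of 12 milk genes Csn2 fell, with a slope of -1.90, and 8 when adjusted over the list alone (0.0345). Of 13 fibroblast genes 5 rose, and 8 when adjusted over the list alone (0.0435). Of 7 ABC efflux genes 2 rose, Abcb1b and Abcc5 (0.86), and 6 when adjusted over the list alone (0.0212). Of 23 study candidates 7 rose, and 12 rose and 2 fell when adjusted over the list alone (0.01), but the study chose them with Mrc2 among them, so this is not independent evidence. Camera's calls for the basal (adjusted p = 0.434), interferon response (0.783) and study marker (0.335) lists were lost with an estimated correlation. These slopes span the gap between the 4 tumors with low Epcam, where Mrc2 was between 5.54 and 5.99, and the rest, where it reached 5.07: within the other 19 tumors limma called 0 genes (476 at an unadjusted p under 0.05), and 1, Mir7-1, with the mesenchymal minus epithelial score as a covariate. Within the 15 tumors with high immediate-early scores it called 1, Itgb5, and without X2265T and X1310T2 290 rose and 308 fell.

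**Figure D4:**
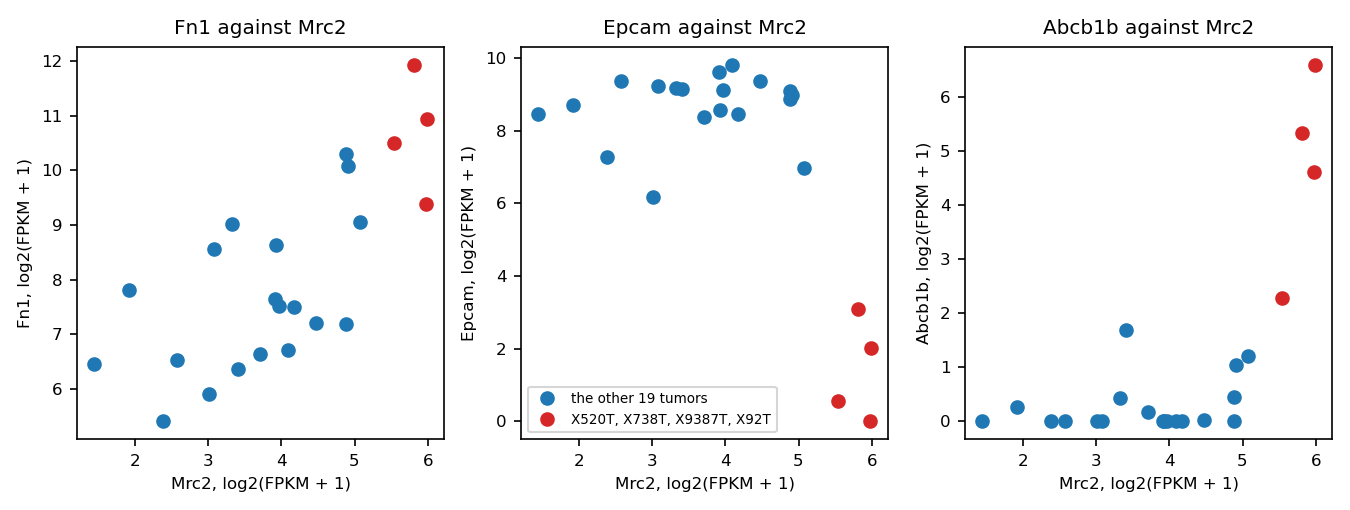
Fn1, Epcam and Abcb1b against Mrc2, all as log2(FPKM + 1), one point per tumor. The 4 tumors with low Epcam are red and have Mrc2 at 5.54 or more, and the other 19 are blue and span 1.44 to 5.07.

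Among cancer genes, 2 had a single tumor far from the rest. Myc (chromosome 15) was at 10.28 in X154T, and the next tumor, X493T2, was at 6.89. Cdkn2a, which encodes the cell cycle inhibitors p16 and p19Arf, was at 2.93 in X1515T, and the next lowest tumor was at 5.64. Each is a single library with no replicate check.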

Values the study reported

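The study collected 23 tumors for this experiment, of which it described 10 as arising with loss of Brca1 alone and 13 in mice that also carried a Trp53 mutation. It stated that every mesenchymal like tumor came from a mouse without the Trp53 mutation, and it gave X9387T as of this type. Genotype was not set against the low Epcam, mesenchymal or Mrc2 values above, so it may be confounded with them. In tissue sections it found that about 78.2% of the tumors expressed neither the estrogen receptor nor the progesterone receptor, while ERBB2 could be detected in about 60% of them.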

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

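No paired analysis was possible because all tumors belong to 1 group. The alternatives with the trend removed, without short non-coding RNA genes, with the immediate-early covariate, within 19 or 15 tumors, and with list scores from members with a mean FPKM of 1 or more were chosen after seeing the data. Values of single genes and single lists, slopes included, stayed in 4443 cases, became weaker in 237, stronger in 92, moved in 1 and changed sign in 7. Staying meant the same side of the threshold, and the same direction where past it. For the level of a gene, which has no threshold, it meant a shift of under 1 SD. Values that answer a comparison stayed in 254 cases, became weaker in 29, stronger in 20, moved in 2 and changed sign in 1. Unknown depth limits what low genes can show. Where a value below differs, the cause was not tested, except that fewer tumors or genes enter some fits.

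For the mesenchymal minus epithelial score (144 genes), limma called 83 genes with no filter, 65 with the title number block, 1274 without X370T and X154T, 956 with the fibroblast covariate, 93 with the trend removed, 0 with the immediate-early covariate (761 at an unadjusted p under 0.05) and 0 within the 15 tumors (728). For the basal minus luminal progenitor score (8 genes), it called 2 with a pseudocount of 0.1 (Palld and Sprr1b), 31 with upper quartile scaling, 3 with no filter and 3 with the trend removed (both times Palld, Snai2 and Sprr1b), 42 with quantile normalization, 0 with one tumor per title number (1649 at an unadjusted p under 0.05), 60 with the block, 319 without X149T2 and X731T, 0 with the fibroblast covariate (727), 33 without short non-coding RNA genes, 42 with the immediate-early covariate, 1 within the 15 tumors (Palld) and 20 within the 19. For Mrc2 (252 genes), it called 567 with one tumor per title number, 146 with the block, 598 without X2265T and X1310T2, 1 with the mesenchymal minus epithelial covariate (Mir7-1), 442 with the trend removed, 497 with the immediate-early covariate, 1 within the 15 tumors (Itgb5) and 0 within the 19 (476 at an unadjusted p under 0.05). The genes named here were chosen after their values were seen.

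With the mesenchymal minus epithelial covariate the slopes on Mrc2 changed sign for Fxyd3 (0.16), Lcn2 (0.12), Epcam (0.23), Cldn7 (0.0039), Cdh1 (0.14) and Zeb1 (-0.10), none past the threshold. Epcam, Cldn7, Cdh1 and Zeb1 are members of the lists that make this covariate, so their change is partly fixed by construction. Within the 19 tumors that of Epcam was 0.13. With a pseudocount of 0.1 the count of genes with an SD of 1 or more was 4839. The adjusted Rand index was 0.754 without short non-coding RNA genes and 0.754 with the trend removed. Within the 15 tumors the difference in similarity of tumors sharing a title number was 0.0248.

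The r of basal and luminal progenitor genes was past the threshold at 0.513 with a pseudocount of 0.1, 0.473 with upper quartile scaling and 0.461 with quantile normalization. That of macrophage and mesenchymal genes was past it at 0.454 with a pseudocount of 0.1, 0.709 within the 15 tumors and 0.725 with the immediate-early covariate. That of Esr1 and hormone-sensing genes was no longer past it at 0.915 with one tumor per title number, 0.862 with mean-centred scores, 0.863 with scores from members with a mean FPKM of 1 or more, 0.802 with the trend removed, 0.882 within the 19 tumors and 0.906 within the 15. Its rho was 0.212, and its r changed sign, to -0.0726, without X731T and X9387T. That of basal and mammary stem cell genes was 0.364 without X731T and X1515T and 0.572 within the 15 tumors. The r of Mrc2 and mesenchymal genes was 0.432 within the 19 tumors and 0.564 within the 15, that of Mrc2 and fibroblast genes 0.488 within the 15, and that of luminal progenitor and milk genes 0.487 within the 19, none past it.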

Other observations

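The tests of the immediate-early and Xist patterns were chosen after those patterns were seen; those of the regional blocks and the random assignments were planned. The tumors with the highest or lowest scores of some gene groups follow, each with the next tumor's score. X1515T had the lowest proliferation score (-2.22, next -1.36) and homologous recombination score (-1.05, next -0.57) and the highest keratinized epithelium score (1.94, next 1.44) and T and NK cell score (2.97, next 2.03), with the basal keratin gene Krt5 at 9.41 and Gzmb, a granule protease of cytotoxic cells and the only gene of that list with a mean FPKM of 1 or more, at 2.66. Gzmb was higher in X738T (3.30) and X520T (3.29). X2265T had the highest interferon response (1.995, next 1.26) and MHC class I (1.62, next 1.38) scores. X731T had the highest hormone-sensing luminal score (2.14, next 0.26), with the growth factor gene Areg at 7.90 and the coactivator gene Cited1 at 5.56. Skeletal muscle genes were highest in X606T (2.25) and X493T1 (1.85, next 1.28), where the muscle actin gene Acta1 was at 6.90 and 6.25. The macrophage score was lowest in X370T (-2.12, next -1.83).

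Of 29 immediate-early genes, 25 were in the top 10% of loadings on the first principal component, which held 18.9% of the variance, and of 12 heat shock genes 9 were, while 5 had all values in the 15 tumors with high immediate-early scores above all values in the 8. The second component held 17.5%. Loadings on the first component fell as the GC content of genes rose (rho = -0.475). Other lists also lay at its ends. Of 11 keratinized epithelium genes 9 and of 12 milk and alveolar genes 7 were in its top 10%. All 4 measured erythroid and all 4 measured skeletal muscle genes were in its bottom 10%. Removing each tumor's trend with GC content and transcript length left the SD of the immediate-early score at 1.08 times the value before, which argues against such trends as the whole cause. Among the 120 pairs of 1 of the 15 and 1 of the 8 tumors, the macrophage score was lower in the former in 82.5% (95% bootstrap interval 63.3 to 96.7), which argues against RNA of macrophages, and the neutrophil score in 34.2% (14.2 to 58.3), which leaves RNA of neutrophils open. The time between removal and freezing of each tumor may differ and stays open as untested. The study's methods name more than 1 sequencer and read length for its bulk libraries. The labels do not say which tumor had which, so a sequencing batch stays open as well. No biological explanation was tested: the labels give 1 group, and the study's genotypes of the single tumors were not used here.

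Xist, the RNA that coats the inactive X chromosome, was listed at 0 in X606T and X493T2, at 0.03 in X493T1 and between 3.17 and 8.12 in the other 20 tumors. Of 1083 genes as abundant as Xist, 0% were near 0 in all 3 tumors, which argues against failed estimates. Other long transcripts of like GC content had median deviations as low as -0.911 in these tumors, with a bootstrap bound of -1.15, so a loss of such transcripts stays open, although the deviation is small beside the gap in Xist. The median of X-linked genes minus that of autosomal genes was -0.23, -0.53 and -0.49 in X606T, X493T1 and X493T2, against -0.18 to 0.47 in the other tumors, and with the trends removed it was 0.03, -0.34 and -0.20, against -0.18 to 0.41, so X606T was then within the range of the others. These 3 libraries also deviated most with GC content (rho 0.521, 0.441 and 0.502 in the same order, next -0.372 in X1463T2), and no biological explanation was tested.

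Runs of neighbouring genes with raised or lowered values in 1 tumor numbered 458, of which 254 were higher and 204 lower, with a median of 28 genes and 3.62 Mb; some overlap each other, so regions are fewer. All 23 tumors had at least 1, but the threshold ran from 0.685 in X149T1, with 58, to 1.77 in X493T2 and was 1.63 in X1515T, with 1, so counts are not comparable between tumors. Of the 458, 70.1% overlapped one of the same direction when 1 gene per family was kept and 62.4% after the trends with GC content and transcript length were removed. Neither value decides, so gene families and such trends may account for part of them; copy number was not measured and no biological explanation was tested.

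Random assignments of the predictors treat the tumors as independent, although the 4 pairs sharing a title number are more alike than others (mean r 0.836 against 0.771). For the mesenchymal minus epithelial score 1 assignment of 100, the real one, gave as many genes, with 144 in it and 3 in the highest other. For the basal minus luminal progenitor score it was 1, with 8 and 2. The predictors come from the same libraries as the genes, so random assignment also breaks ties that any expression score has with other genes. These counts therefore do not decide whether chance lies behind the calls. On the basal minus luminal progenitor score limma called 0 genes with one tumor per title number (1649 at an unadjusted p under 0.05). It called 60, all 8 among them, with the number as a block. For Mrc2 it was 3, with 252 in the real one and 1099 in the highest other, so an assignment without meaning can call more genes than Mrc2 did.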
